# HLH-30/TFEB modulates autophagy to improve proteostasis in Aβ transgenic *Caenorhabditis elegans*

**DOI:** 10.3389/fphar.2024.1433030

**Published:** 2024-08-30

**Authors:** Hongru Lin, Chen Zhang, Yehui Gao, Yi Zhou, Botian Ma, Jinyun Jiang, Xue Long, Nuerziya Yimamu, Kaixin Zhong, Yingzi Li, Xianghuan Cui, Hongbing Wang

**Keywords:** HLH-30, amyloid beta, autophagy, HLH-30/TFEB activators, *Caenorhabditis elegans*

## Abstract

Alzheimer’s disease (AD) is a complex neurodegenerative disease that affects elderly individuals, characterized by senile plaques formed by extracellular amyloid beta (Aβ). Autophagy dysfunction is a manifestation of protein homeostasis imbalance in patients with AD, but its relationship with Aβ remains unclear. Here, we showed that in Aβ transgenic *Caenorhabditis elegans,* Aβ activated the TOR pathway and reduced the nuclear entry of HLH-30, leading to autophagy dysfunction characterized by autophagosome accumulation. Then, utilizing RNA-seq, we investigated the regulatory mechanisms by which HLH-30 modulates autophagy in *C. elegans.* We found that HLH-30 elevated the transcript levels of v-ATPase and cathepsin, thus enhancing lysosomal activity. This led to an increase in autophagic flux, facilitating more pronounced degradation of Aβ. Moreover, HLH-30 reduced the level of ROS induction by Aβ and enhanced the antioxidant stress capacity of the worms through the *gsto-1* gene. Additionally, we identified two HLH-30/TFEB activators, saikosaponin B2 and hypericin, that improved autophagic flux, thereby enhancing protein homeostasis in *C. elegans*. Overall, our findings suggested that HLH-30/TFEB plays a key role in modulating autophagy and can be considered a promising drug target for AD treatments.

## Introduction

Alzheimer’s disease (AD) is characterized by the accumulation of amyloid beta (Aβ) peptides and hyperphosphorylated tau (p-Tau) protein in senile plaques and neurofibrillary tangles, respectively, which cause neurotoxicity and neuron loss, leading to memory and learning impairments (Silva et al., 2019). Therefore, the removal of misfolded proteins plays a significant role in maintaining protein homeostasis in the treatment of AD (Lukiw, 2022). The autophagy–lysosome pathway (ALP) is a cellular pathway in which cells utilize lysosomes to degrade long-lived proteins and organelles. The inability of the ALP to fully clear misfolded proteins has been recognized as important in the pathophysiology of AD (Cheng et al., 2023). Correspondingly, autophagy dysfunction is prevalent in AD patients (Ghavami et al., 2014); however, the mechanisms underlying this dysfunction are poorly understood.

The transcription factor EB (TFEB, known as HLH-30 in *Caenorhabditis elegans*), a member of the MiT/TFE family of transcription factors, is a key regulator of ALP (Martini-Stoica et al., 2016). It is translocated into the nucleus to coordinate the expression of autophagy and lysosomal target genes (Napolitano and Ballabio, 2016). The subcellular localization and activity of TFEB are regulated by mammalian target of rapamycin (mTOR)-mediated phosphorylation, which occurs at the lysosome surface (Zhu et al., 2019a). Phosphorylated TFEB is retained in the cytoplasm, whereas dephosphorylated TFEB translocates to the nucleus to induce the transcription of target genes (Puertollano et al., 2018). In AD patients, the level of TFEB in the nucleus is significantly reduced in cells in the hippocampus (Wang et al., 2016), which is the main brain region where autophagy dysfunction occurs (Nixon and Yang, 2011). Therefore, inhibition of TFEB nuclear translocation may be closely related to autophagy dysfunction. In our previous work, we reported impaired autophagic flux and abnormally elevated LET-363 (a mammalian ortholog of TOR) in Aβ transgenic *Caenorhabditis elegans* (*C. elegans*) (Lin et al., 2022). It has been reported that LET-363 can affect the nuclear localization of HLH-30 (Nakamura et al., 2016). However, the correlation between the aberrant upregulation of LET-363 expression and impaired autophagic function in Aβ transgenic worms has not yet been tested.

Accumulating studies have suggested that targeting TFEB is promising for the treatment of AD (Gu et al., 2022). However, there are very few effective and specific small molecule TFEB activators at present. The main known activators of TFEB are mostly mTOR inhibitors (Song et al., 2016). mTOR is well-known as a major regulator of cell growth and metabolism and is involved in a wide range of biological functions. Therefore, identifying TFEB-specific activators would be an important step in developing better therapeutics.

In this study, we determined that Aβ could activate TOR activity, inhibit the nuclear localization of HLH-30, and block the fusion of autophagosomes with lysosomes, thus leading to autophagy dysfunction in *C. elegans*. In addition, RNA sequencing to investigate the molecular mechanisms by which HLH-30 regulates autophagy revealed a close association between lysosomal function and autophagy dysfunction. Finally, we searched for HLH-30/TFEB-specific activators by molecular docking and found two active compounds, saikosaponin B2 and hypericin, that could specifically promote the nuclear entry of HLH-30 without inhibiting TOR activity, thereby enhancing autophagy and facilitating the degradation of Aβ.

## Materials and methods

### Strains and maintenance conditions

All strains used in this study are detailed in Supplementary Table S1. All strains were maintained and cultured under standard conditions at 20°C using *E. coli* OP50 as a food source, except CL4176, which was maintained at 16°C according to standard procedures.

### Transgenic strain construction

The plasmid pMH878 (*lgg-1*p::mcherry::gfp::*lgg-1*) was donated by Malene Hansen (Chang et al., 2017). PHX3392, PHX3636 and PHX6883 were generated by SunyBiotech at our request. 

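The *hlh-30* gene (W02C12.3 in the deposited tables) lies on the minus strand of chromosome IV of the WBcel235 genome, from 4014793 to 4034951. The annotation of that genome gives the gene 13 transcripts. Transcript W02C12.3a.1 has 10 exons and a length of 2517 bp. Its first 4 exons lie between 4018033 and 4019042 and hold 649 bp, or 25.8% of its length. Across the 13 transcripts, the first 4 exons hold from 20.6% to 38.2% of the length, and which exons they are differs between transcripts. The paper's text does not state on which transcript the deleted exons were counted. The annotated span of *hlh-30* also overlaps F35F11.4 and W02C12.4.

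**Figure D1:**
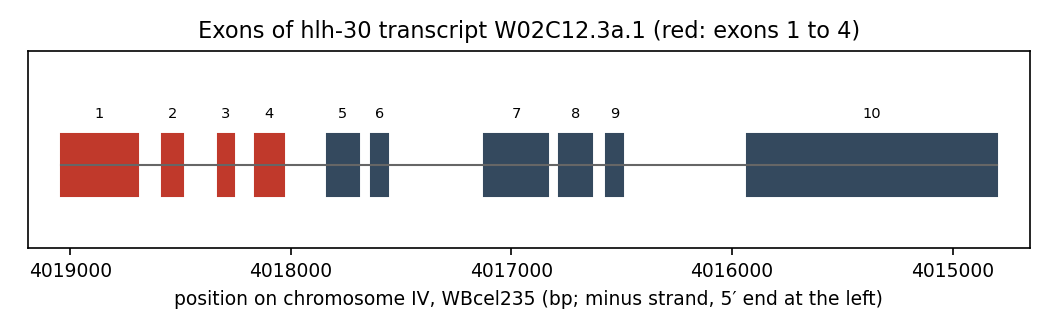
Exons of *hlh-30* transcript W02C12.3a.1 drawn to scale along chromosome IV of WBcel235, in bp, with the 5′ end at the left. Exons 1 to 4 of the 10 are red and hold 25.8% of the transcript's length.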

We knocked out the first four exons of the *hlh-30* gene to construct PHX6883. Other strains were obtained by hybridization.

### Gene expression analysis by quantitative PCR (qPCR)

Total RNA was extracted using TRIzol A+ and reverse transcribed into cDNA. The expressed genes were amplified in triplicate and quantified by PCR using SYBR Green PCR Mix (B21702, Bimake, China) with a Roche LightCycler system. The data were analyzed using the 2^−ΔΔCT^ method (Lin et al., 2022). The primer list has been added to Supplementary Table S2.

### Paralysis assay

Aβ transgenic CL4176 worms were maintained on NGM at 16°C and synchronized. L1 animals were treated with drugs or RNAi-engineered bacteria (or left untreated) for 36 h and then transferred to 23°C for transgene induction. This temperature shift stimulated Aβ expression, causing Aβ aggregation and leading to paralysis. Scoring began 27 h after the temperature shift, and the worms were considered paralyzed if they failed to move their bodies when touched and produced a “halo” of cleared bacterial lawn because they moved only their heads while feeding. We used PT_50_ (the time interval from the onset of paralysis at which 50% of the worms were paralyzed) as an index (Wu et al., 2006). For example, the PT_50_ of 4.2 h for the control was obtained by subtracting the time at which paralysis was first observed (29 h) from the time when 50% of the worms were paralyzed (33.2 h). The assay was performed at least three times. Each individual group contained more than 30 worms. Statistical analysis was conducted with GraphPad Prism 6.0 software, and *p* values were calculated using the log-rank test.

### LysoTracker red staining

The acidophilic dye LysoTracker Red (C1046; Beyotime Biotechnology, Shanghai, China) was used at a final concentration of 15 μM. Synchronized strains maintained at 20°C were treated with LysoTracker from the L1 to the young adult stage and then transferred to 25°C for transgene induction. After 24 h, the worms were washed twice with fresh M9 (without LysoTracker) and imaged using a Revolve microscope (Imanikia et al., 2019).

### RNA interference (RNAi)

RNAi experiments were performed according to a previously reported protocol. In brief, RNA was delivered to the worms by feeding, gravid adults were bleached, and the eggs were placed on NGM dishes supplemented with 1 mM isopropyl β-D-1-thiogalactopyranoside (IPTG). An HT-115(DE3) bacterial colony containing L4440 or the target gene plasmid was inoculated in LB broth supplemented with 100 μg/mL ampicillin and 12.5 μg/mL tetracycline and grown for 8 h in a 37°C shaker. The bacteria were plated on an NGM dish containing IPTG 1 h prior to the addition of the worms. The synchronized strain was grown on RNAi NGM plates from the egg stage to the adult stage for two generations. Synchronized L1 worms were treated with or without drugs for paralysis assays as described above (Zhang et al., 2016).

### Measurement of reactive oxygen species (ROS)

Endogenous ROS levels were measured using 2′,7′-dichlorofluorescein diacetate (H2DCF–DA), which reacts with endogenous ROS to generate a fluorescent product (Yang et al., 2018). Worms were treated as in the paralysis assay, and ROS were measured at the point of paralysis. The cells were then incubated with 50 μM H2DCF–DA for 30 min at 37°C, and the fluorescence intensity was measured at excitation and emission wavelengths of 485 and 535 nm, respectively. The assay was performed in triplicate.

### Oxidative stress resistance assay

Synchronized worms were cultured to the young adult stage. Then, the worms were transferred to a new 96-well plate containing 1 mM H_2_O_2._ The worms were monitored every 12 h and scored as dead when they no longer moved through the liquid medium (Chen et al., 2018).

### HLH-30 translocation assay

The transgenic strain was used to observe the intracellular localization of HLH-30. Age-synchronized L1 worms were treated with or without 100 μM rapamycin for 3 days, mounted on 2% agarose pads and visualized under a fluorescence microscope (Revolve FL, Echo Laboratories, United States) for GFP localization. The nuclear accumulation of HLH-30::GFP was quantified by ImageJ (Visvikis et al., 2014). We use 4% paraformaldehyde as anesthetic. The assay was performed three times independently.

### Western blotting

The worms were synchronized, and eggs were allowed to hatch and develop to the L4 stage on NGM plates at 20°C. Then, the temperature was increased to 25°C for 24 h. The worms were then collected from the plates with M9 buffer and washed twice to remove bacteria. Nuclear protein extraction was performed using a nuclear extract kit (Active Motif). The samples were heated at 100°C in sample loading buffer for 10 min and centrifuged at 10,000 × g for 10 min (Sangha et al., 2015). The collected supernatant was boiled with loading buffer at 100°C for 5 min before being loaded into the gel, which also included a 10–180 kDa protein molecular weight marker (PR1910, Solarbio, China) (Zhu et al., 2019b). The samples were run at 40 V for 40 min on a stacking gel and at 80 V for 120 min on a separating gel. The gel was then transferred to a polyvinylidene fluoride membrane using 20% methanol transfer buffer at 100 V for 1 h. The membranes were then blocked in Tris-buffered saline with Tween 20 + 5% skim milk for 1 h. The level of phosphorylated RSKS-1 protein was detected with an anti-phospho-p70 S6 kinase antibody (dilution 1:2,000; 9205, Cell Signaling Technology), with an anti-β-actin antibody (dilution 1:2,000; 60008, Proteintech) as a control. The RSKS-1 protein level was detected with an anti-p70 S6 kinase antibody (1:2,000 dilution; 9202, Cell Signaling Technology). The Aβ protein level was detected with the 6E10 monoclonal antibody (dilution 1:500; 803014, BioLegend). The protein level of mCherry-GFP-LGG-1 was detected with an anti-GFP antibody (dilution 1:500 Beyotime Technology). Histone H3 (1:2,000 dilution; ab1791 dilution, Abcam) served as an internal reference protein for the nuclear protein experiments. The membrane was incubated with the primary antibody overnight at 4°C and then with the secondary antibody for 2 h at room temperature. Images were captured using a Chemiscope 3400 mini Western blot imaging system (Amersham Imager 600, GE, United States). The mean densities of the Aβ bands were analyzed using ImageJ software.

### Hybridization experiment

Five to eight worms in the L3 stage were selected and heat shock cultured for 3.5 h at 33°C, after which they were transferred to 20°C for further culture. A number of males could be found among the offspring. The male worms were hybridized with hermaphroditic worms, and homozygous worms were identified by agarose electrophoresis screening (Fay, 2006).

### Molecular docking

Core targets (large molecular receptors) and the corresponding active compounds (small molecule ligands) were selected for molecular docking analysis. The 3D structures of the core targets were downloaded from the PDB database (https://www.rcsb.org/). The 2D structures of the corresponding active compounds were downloaded from the PubChem database (https://pubchem.ncbi.nlm.nih.gov/). The raw files of the core targets and the corresponding active components were processed with the AutoDock (version 4.2) tool (Morris et al., 2009) and converted to PDBQT format for molecular docking. Binding activity was expressed as binding energy, with lower bonding energy corresponding to more stable docking (Morris et al., 2008). In general, a docking energy < −5 kcal/mol was considered to indicate good docking.

### RNA sequencing (RNA-seq)

The worms were synchronized (Fabian and Johnson, 1994), and their eggs were allowed to hatch and develop to the young adult stage on NGM plates at 20°C. Then, the temperature was increased to 25°C to induce Aβ expression for 24 h. Gene expression was assessed by Novo Gene Corporation (Beijing, China). Sequencing libraries were generated using the NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, United States). To preferentially select cDNA fragments 250∼300 bp in length, the library fragments were purified with the AMPure XP system (Beckman Coulter, Beverly, United States). Then, 3 µL of USER Enzyme (NEB, United States) was incubated with size-selected adaptor-ligated cDNA at 37°C for 15 min and then 5 min at 95°C. Then, PCR was performed with Phusion High-Fidelity DNA polymerase, universal PCR primers and Index (X) Primer. Finally, the PCR products were purified (AMPure XP system), and library quality was assessed on an Agilent Bioanalyzer 2100 system. Clustering of the index-coded samples was performed on a cBot Cluster Generation System using the TruSeq PE Cluster Kit v3-cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the libraries were sequenced on an Illumina NovaSeq platform to generate 150 bp paired-end reads. Up- or downregulated genes were identified by filtering RNA-seq data with the following criteria: twofold change in expression level and a false discovery rate analog of *p* < 0.05. KEGG pathway enrichment analysis was performed using “clusterProfiler” with the criterion of *p* < 0.05.

### Statistical analysis

All quantified data are presented as the mean ± SD. The data were analyzed by Student’s *t* test to determine statistical significance with GraphPad Prism 6.0 software (GraphPad, La Jolla, United States). For multiple comparisons, the results were analyzed by one-way analysis of variance (ANOVA). *p* < 0.05 was considered to indicate statistical significance.

## Results

### Aβ expression affects TOR-mediated HLH-30 nuclear localization

In previous studies, we found that both the transcription and protein levels of *let-363* were significantly increased in Aβ transgenic *C. elegans* (Lin et al., 2022). Thus, we hypothesized that Aβ expression might affect TOR activity in *C. elegans*. To test this hypothesis, we evaluated the transcript levels of *lmtr-2* and *ragc-1*, which regulate TOR activation (Charar et al., 2021; Blackwell et al., 2019), and found that they were obviously upregulated (Figure 1A), suggesting that Aβ expression induced TOR activation. To further explore the regulatory role of Aβ expression in TOR activation, we examined TOR activity by measuring the phosphorylation level of its substrate RSKS-1 (an ortholog of S6K). The results showed that RSKS-1 phosphorylation in the Aβ strain GMC101 was significantly greater than that in the control strain CL2122, while the total protein level of RSKS-1 remained unchanged (Figures 1B, C). These results suggested that Aβ expression could activate the TOR pathway. TOR activation prevents the nuclear translocation of HLH-30 (Blackwell et al., 2019). The strain JIN1821 is often used to observe the nuclear localization of HLH-30 (Visvikis et al., 2014). We crossed JIN1821 with CL4176 (a transgenic strain expressing Aβ) to observe the nuclear localization of HLH-30 in the presence of Aβ. Compared with that in the control group, the nuclear entry of HLH-30::GFP was obviously reduced in the Aβ expressing group (Figures 1D, E). Moreover, the nuclear localization of HLH-30::GFP was significantly restored after the worms were treated with the mTOR inhibitor rapamycin at 100 μM (Figures 1D, E). We also observed a significant decrease in the nuclear level of the HLH-30 protein in the Aβ group compared to that in the control group (Figures 1F, G). The above results suggested that Aβ affected the entry of HLH-30 into the nucleus by activating TOR and that this may be one of important factor causing the abnormal autophagy in Aβ transgenic worms.

**FIGURE 1:**
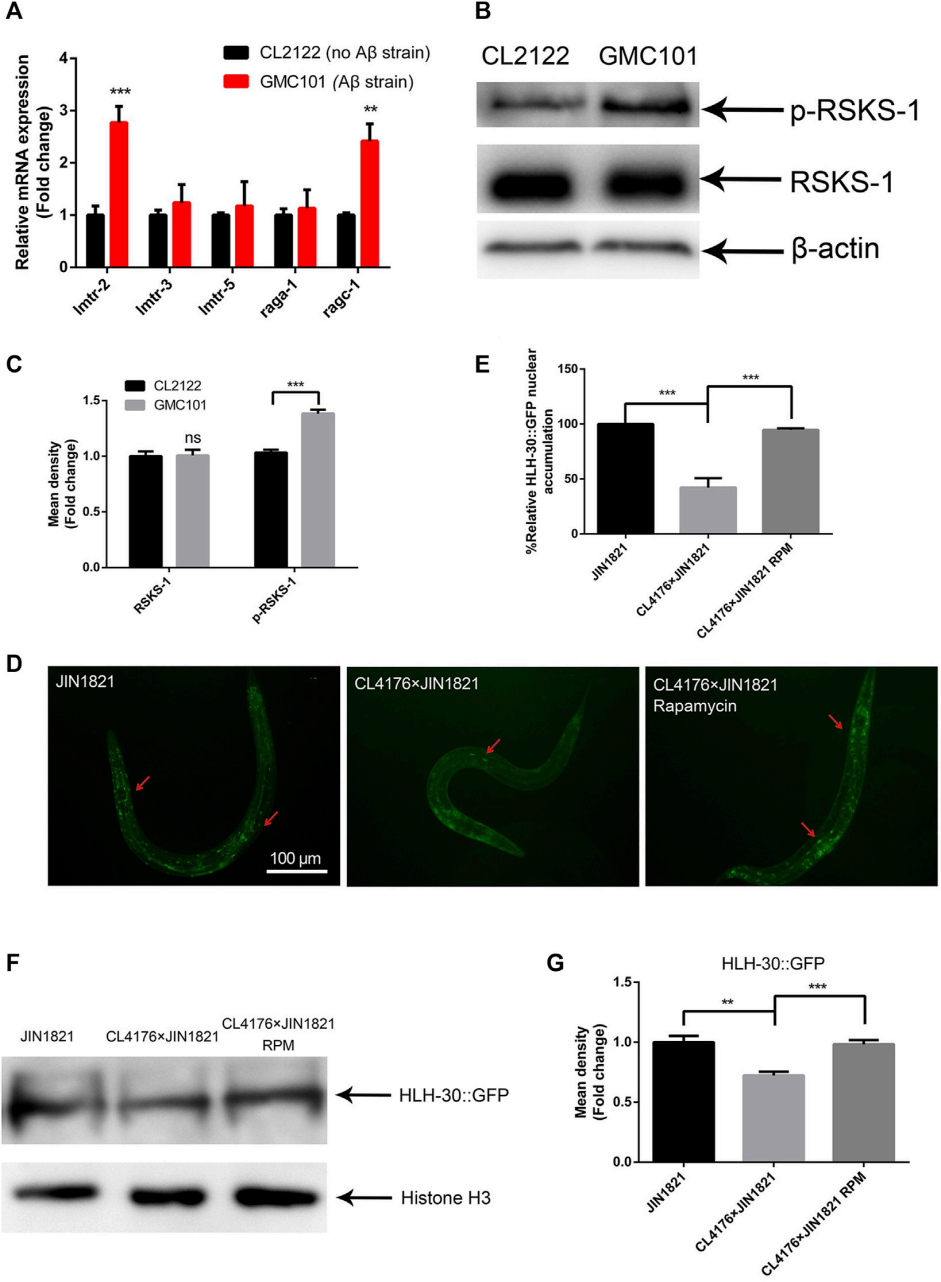
Aβ affects the nuclear localization of HLH-30 by activating mTOR. **(A)** mRNA expression of genes related to mTOR (strains GM101 and CL2122). **(B)** Representative Western blot showing phospho-RSKS-1 and total RSKS-1 in the CL2122 and GMC101 strains, three biological replicates. **(C)** Quantified Western blot gel intensities, as determined by ImageJ software. **(D)** GFP fluorescence images of HLH-30 entering the nucleus (n = 10 for each group, repeated three times). The dose of rapamycin was 100 μM. **(E)** Fluorescence signal ratio quantification. RPM, rapamycin. The HLH-30::GFP accumulation in JIN1821 was defined as 100% for quantitative comparisons. **(F)** Representative Western blot showing the content of HLH-30::GFP in the nucleus. Each experiment was repeated three times. **(G)** Quantified Western blot gel intensities, as determined by ImageJ software. **p < 0.01; ***p < 0.001. Detailed genotypic descriptions of strains CL2122, GMC101, and JIN1821 are listed in Supplementary Material.

### The stability of autophagic flux in Aβ transgenic worms depends on HLH-30

Previous studies have shown that Aβ causes the accumulation of autophagosomes in *C*. *elegans* (Florez-McClure et al., 2007); however, the cause of this phenomenon is unknown. The transcription factor HLH-30 plays a crucial role in the autophagy‒lysosome pathway (Napolitano and Ballabio, 2016). To explore the relationship between HLH-30 and autophagy dysfunction in Aβ transgenic worms, we performed *hlh-30* RNAi on the PHX3392 (Aβ) and PHX3636 (no Aβ) strains, which express mCherry::GFP::LGG-1 (genotypes are shown in Supplementary Table S1). Thus, the autophagosomes in these strains are labeled by both mCherry and GFP (Chang et al., 2017). The number of autophagosomes in the PHX3636 (no Aβ) group was significantly greater than that in the control group after *hlh-30* RNAi treatment (Figures 2A, B). In addition, we found that the protein level of mCherry::GFP::LGG-1-Ⅱ was significantly increased (Figures 2C, D). This suggests that *hlh-30* RNAi may result in autophagy dysfunction in worms. To further investigate the mechanism by which HLH-30 regulates autophagy, we generated *hlh-30*-overexpressing (*hlh-30* ox) strains and *hlh-30 (syb6883)* knockout mutants on the basis of the Aβ strains. The use of GFP labeling in the construction of transgenic nematodes is necessary for the microscopic observation of mCherry::GFP::LGG-1. Therefore, we detected the expression level of mCherry::GFP::LGG-1 to evaluate autophagosome accumulation in worms. The results showed that overexpression of *hlh-30* alleviated the accumulation of autophagosomes induced by Aβ, while *hlh-30* knockout did not increase the accumulation of autophagosomes in Aβ worms (Figures 2E, F). Then, we compared the paralysis rates of *hlh-30*-overexpressing and *hlh-30* knockout worms. Overexpression of *hlh-30* obviously decreased the paralysis rate, while *hlh-30* knockout accelerated the paralysis rate (Figure 2G). Finally, we found that the protein level of Aβ was significantly decreased in *hlh-30*-overexpressing worms (Figures 2H, I). These results indicated that the overexpression of *hlh-30* could lead to the degradation of Aβ by enhancing autophagy.

**FIGURE 2:**
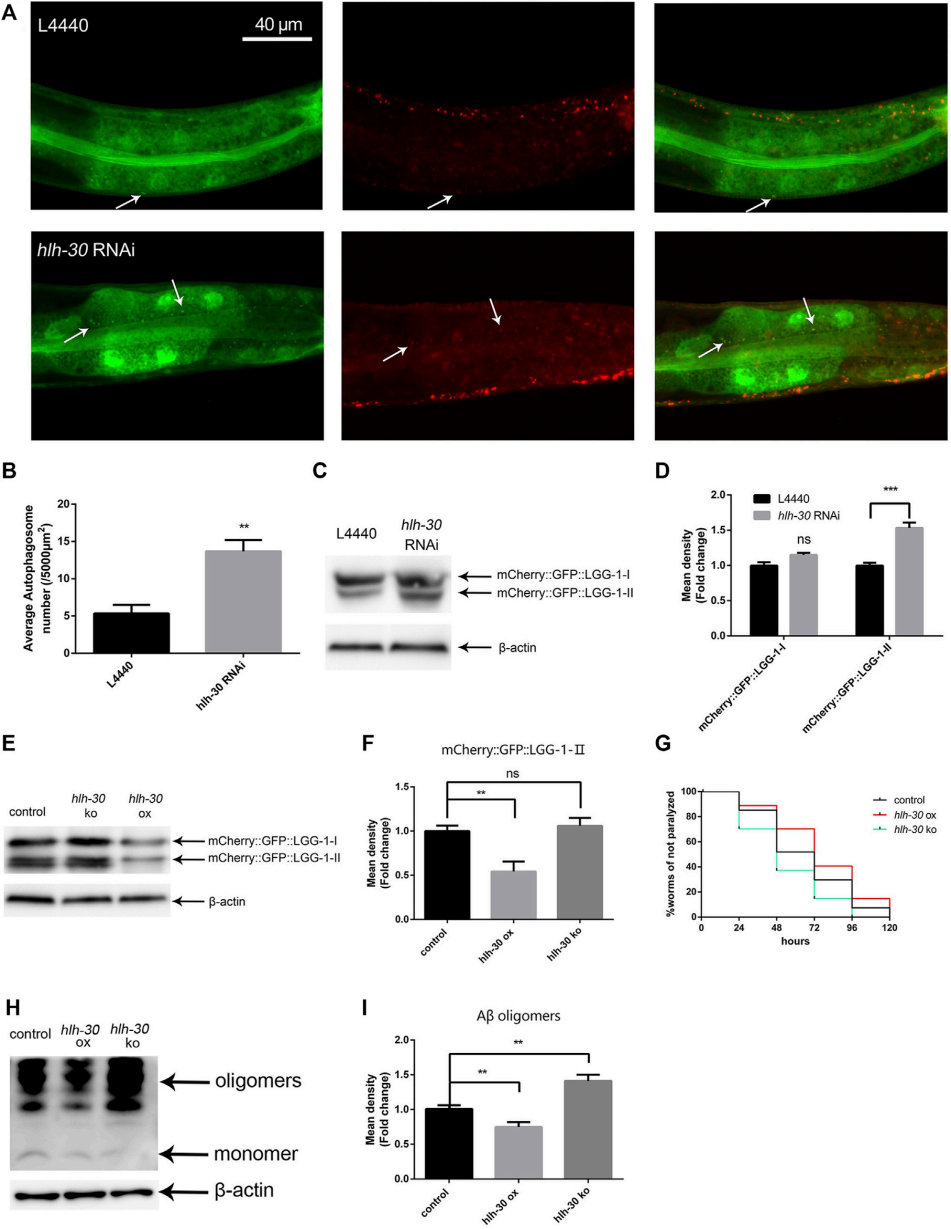
The stability of autophagic flux in Aβ transgenic worms depends on HLH-30. **(A)** Puncta formation in the PHX3636 strain as shown by fluorescence microscopy (strain PHX3636). **(B)** Scoring of punctae (n = 10 for each group, repeated three times). **(C)** Immunoblot analysis to evaluate the effects of *hlh-30* RNAi on mCherry::GFP::LGG-1 expression (strain PHX3636). **(D)** Quantified Western blot gel intensities, as determined by ImageJ software. **(E)** Effects of *hlh-30* overexpression or knockout on mCherry::GFP::LGG-1, as measured by immunoblot analysis (strains HBW003 and HBW004). “ox”, overexpression; “ko”, knockout. Each experiment was repeated three times. **(F)** Quantified Western blot gel intensities, as determined by ImageJ software. **(G)** Paralysis assay of *hlh-30*-overexpressing or *hlh-30* knockout worms (n > 30 for each group, repeated three times). **(H)** Immunoblot analysis to evaluate the effects of *hlh-30* overexpression or knockout on Aβ species. Each experiment was repeated three times. **(I)** Quantified Western blot gel intensities, as determined by ImageJ software. “ns”, not significant; **p < 0.01; ***p < 0.001. Detailed genotypic descriptions of strains PHX3636, HBW003, and HBW004 are listed in Supplementary Material.

### RNA interference of hlh-30 reduces the transcript level of syx-17 and leads to autophagosome accumulation

In mammals, TFEB can regulate hundreds of ALP genes at the transcriptional level, so we hypothesized that HLH-30 may also regulate the transcription levels of ALP genes in worms. The expression levels of *rab-7* and *syx-17*, which are related to autophagosome–lysosome fusion (Zhao et al., 2021), were found to be significantly decreased by *hlh-30* RNAi (Figure 3A). It was reported that *syx-17* RNAi could block autophagosome–lysosome fusion (Gkikas et al., 2023). Therefore, we investigated the association between the reduced expression of *syx-17* and autophagy dysfunction caused by the decreased expression of HLH-30. We found that the number of autophagosomes in PHX3636 cells (without Aβ) increased significantly in response to *syx-17* RNAi (Figures 3B, C). However, autophagosome accumulation after *syx-17* and *hlh-30* dual gene RNAi was not significantly greater than that after *syx-17* RNAi in PHX3636. Similarly, the accumulation of autophagosomes in PHX3392 (Aβ) cells was not further elevated by *syx-17* RNAi (Figures 3B, C). These results indicated that the decreased expression of HLH-30 reduced the expression of *syx-17*, resulting in the abnormal fusion of autophagosomes and lysosomes in Aβ nematodes and subsequent autophagy dysfunction.

**FIGURE 3:**
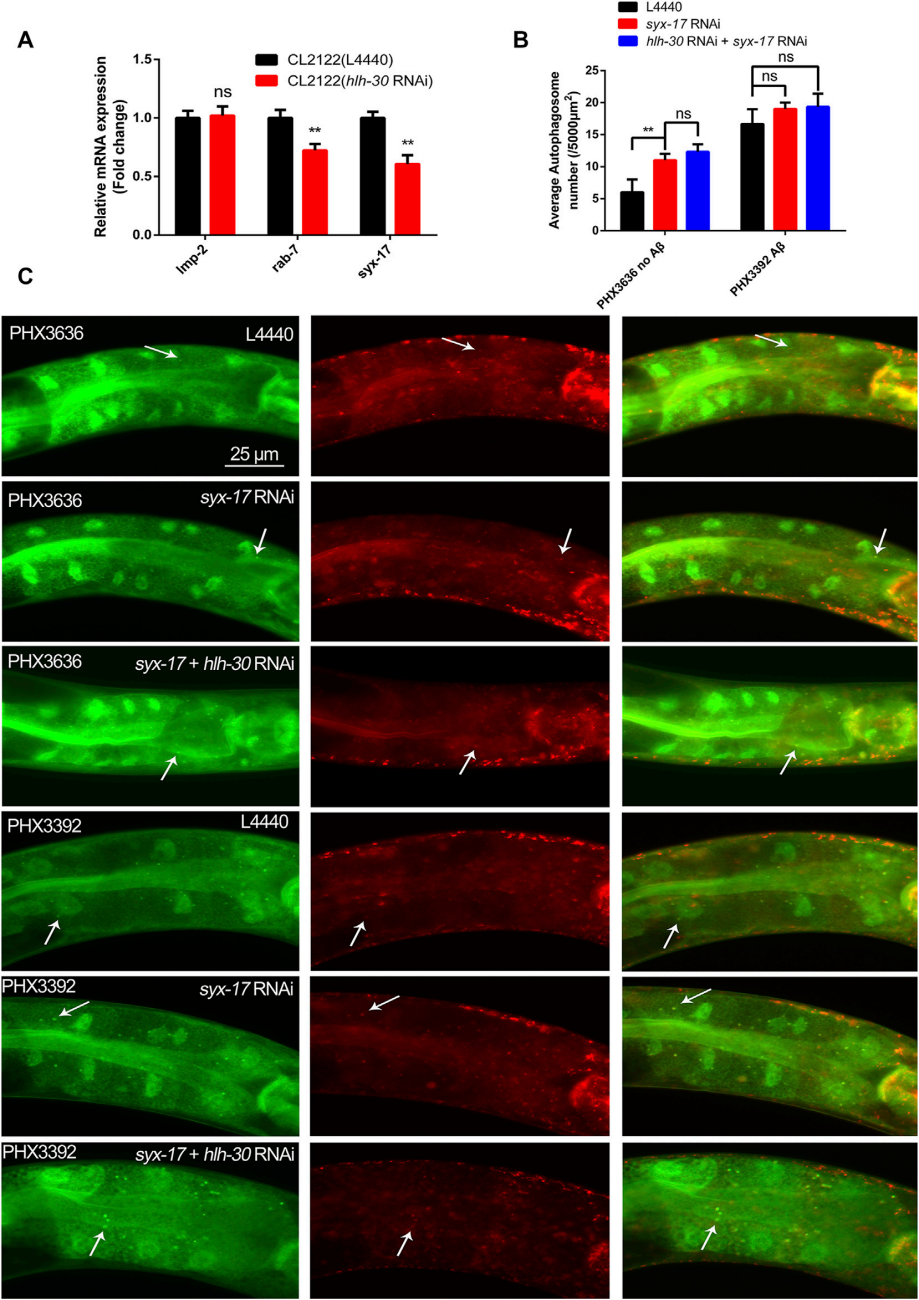
Downregulation of *syx-17* at the transcriptional level leads to the accumulation of autophagosomes in worms. **(A)** Effects of *hlh-30* RNAi on the mRNA expression of genes related to autophagosome‒lysosome fusion. **(B)** Effects of RNAi of *syx-17* or *hlh-30* on puncta formation in the PHX3636 (no Aβ) or PHX3392 (Aβ) strains, as shown by fluorescence microscopy. **(C)** Scoring of punctae (n = 10 for each group, repeated three times). “ns”, not significant; **p < 0.01. Detailed genotypic descriptions of strains PHX3636 and PHX3392 are listed in Supplementary Material.

### HLH-30 maintains the stability of autophagic flux by enhancing lysosomal activity

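RNA was sequenced from 2 libraries each of control worms labelled GMC101, of *hlh-30*-overexpressing worms and of *hlh-30* knockout worms, all with Aβ induced at 25°C for 24 h. The authors deposited a table for each comparison, with the reads of each gene divided by a size factor for each library. These normalized reads were whole reads in every library once multiplied by the size factor, and between 18097925 and 19300834 reads per library fell on genes. The same 2 control libraries serve both comparisons. Genes with at least 10 normalized reads in at least 2 libraries were tested with limma on log2 values, with Benjamini-Hochberg adjustment. With 2 libraries in each group, chance alone sets the groups apart in 33.3% of genes, so no exact test of a single gene can pass 0.05. The targeted gene, *hlh-30*, had 6022 and 5693 normalized reads in the overexpression libraries, against 3102 and 3315 in the control libraries. Its log2 fold change was 0.87 (standard error 0.06, adjusted p = 3.97e-06 from limma with Benjamini-Hochberg adjustment), and the adjusted p was not under 0.05 in 3 of 10 alternatives, up to 0.175. In the knockout comparison, *hlh-30* had 2104 and 3005 normalized reads in the libraries labelled knockout and 3049 and 3258 in the control libraries. The log2 fold change was -0.33 (standard error 0.17, adjusted p = 0.511 from the same limma test), and it lay between -0.58 and -0.07 when each library was left out in turn. The counts cover the whole gene, so they do not separate the deleted exons from the rest.

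**Figure D2:**
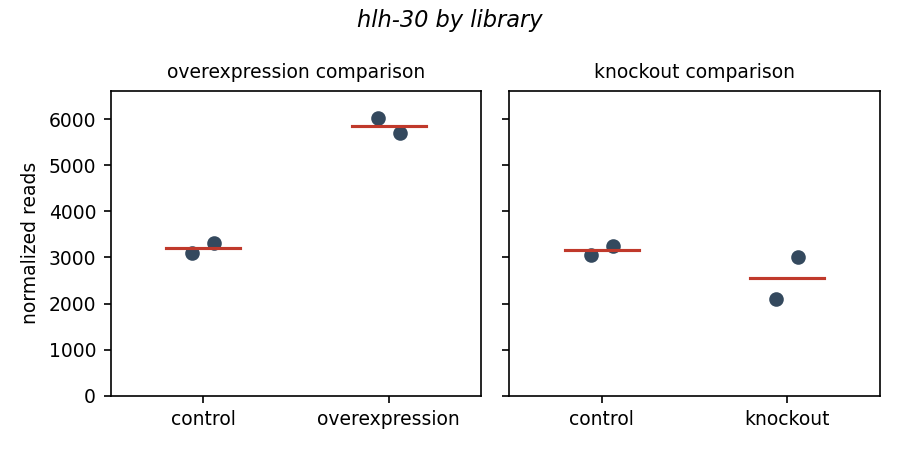
Normalized reads of *hlh-30* in each library (points) and their mean (lines), by comparison. The overexpression libraries lie above both control libraries, and the libraries labelled knockout, at 2104 and 3005, lie below theirs.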

To further explore how *hlh-30* regulates autophagy to stabilize protein homeostasis in worms, we conducted RNA-seq analysis on strains in which *hlh-30* was overexpressed or knocked out (Figure 4A). Through KEGG enrichment, we found that both the overexpression and knockout of *hlh-30* affected the transcript levels of lysosome-related genes (Figures 4B, C), which was verified by qPCR (Supplementary Figure S1). 

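A list of lysosome genes, written from gene names before the data were examined, stood in for the KEGG term, whose members the paper's text does not list. Of the 93 listed genes tested in the overexpression comparison, 7 were differentially expressed, all higher, against 1.73 expected from the 296 differentially expressed genes among 15918 tested. This was 4.05 times the expected number (one-sided exact hypergeometric test, p = 0.00173; genes are not independent replicates). With an unadjusted p under 0.05 and an absolute log2 fold change of at least 0.5 as the threshold, the ratio fell to 2.00. With an adjusted p under 0.05 and no minimum fold change, 28 listed genes passed, 22 higher and 6 lower. That all 7 were higher at the 2-fold threshold shows little about the list, since 274 of all 296 genes were higher. Adjusting over the list alone gave 8 genes in place of 7. For knockout, 0 of the 90 listed genes tested were differentially expressed, and 16 had an unadjusted p under 0.05. Under the looser threshold, 10 listed genes were higher and 1 was lower in the libraries labelled knockout, 2.04 times the expected number (one-sided exact hypergeometric test, p = 0.0182). The 21 V-ATPase genes had a median log2 fold change of 0.03 with overexpression (adjusted p = 0.706 from limma's camera test with Benjamini-Hochberg adjustment over 6 tests), and none was differentially expressed. With any single library left out, that median lay between 0.0011 and 0.070. *vha-6*, on chromosome II from 11435210 to 11438452, had 3038 and 3285 normalized reads with overexpression and 2489 and 2689 in the control. Its log2 fold change was 0.29 (standard error 0.07, adjusted p = 0.0111 from limma with Benjamini-Hochberg adjustment), and the adjusted p was not under 0.05 in 3 of 10 alternatives, up to 0.548. *vha-5*, on chromosome IV from 8303968 to 8307371, had a log2 fold change of 0.18 (standard error 0.07, adjusted p = 0.0875 from the same test), and its span overlaps F35H10.10 on the other strand. In the knockout comparison, the median of the V-ATPase genes was -0.04 (adjusted p = 0.803 from limma's camera test), and the sign changed with the library left out, from -0.15 to 0.12. The paper states that qPCR followed the enrichment, and that lysosomal function was then evaluated with LysoTracker Red, where it reports higher lysosomal activity with *hlh-30* overexpression.

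**Figure D3:**
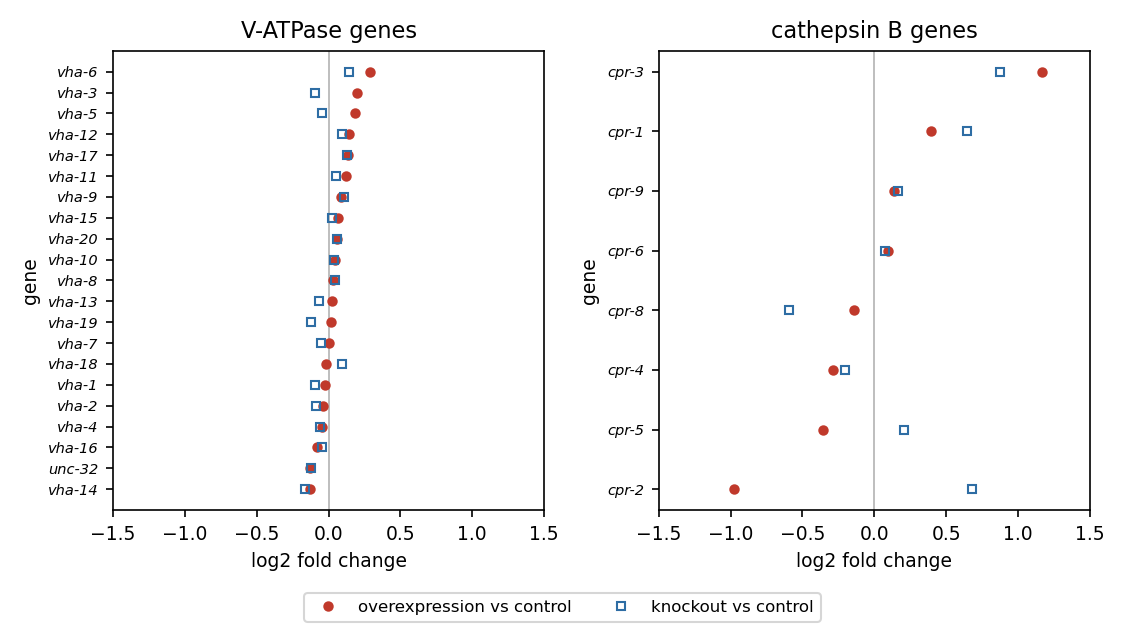
Log2 fold change of each V-ATPase gene (left) and cathepsin B gene (right) against control, with overexpression (filled circles) and in the knockout comparison (open squares). The V-ATPase genes lie between -0.17 and 0.29 over both comparisons.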

The results showed that the v-ATPase and cathepsin B genes were significantly upregulated in the *hlh-30* overexpression group (Supplementary Figure S1). To further evaluate the effect of *hlh-30* overexpression on lysosomal function, we utilized LysoTracker Red to analyze lysosome acidification. The results showed that *hlh-30* overexpression obviously enhanced lysosomal activity (Figures 4D, E).

**FIGURE 4:**
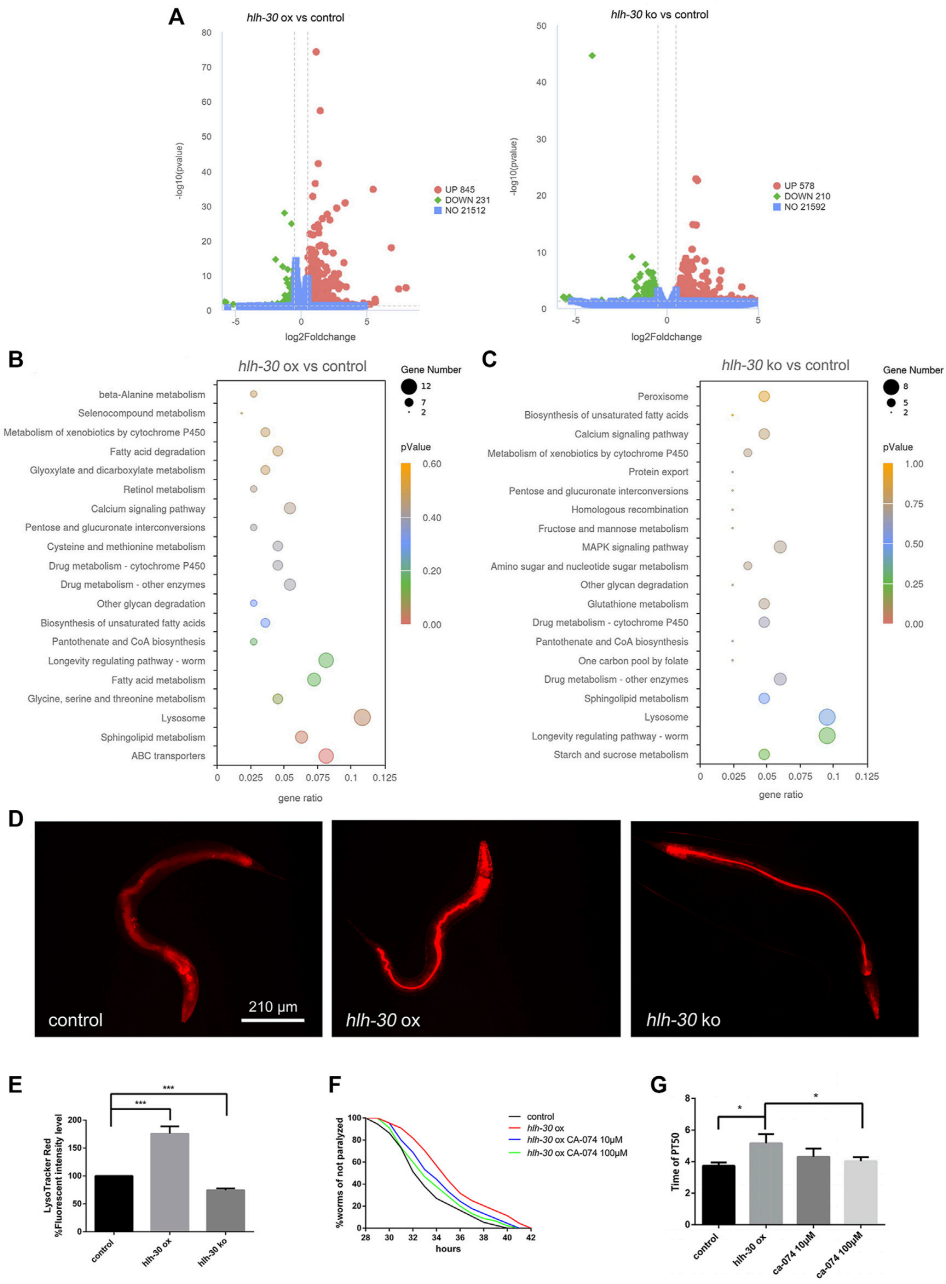
HLH-30 maintains the stability of autophagic flux by enhancing lysosomal activity. **(A)** RNA-seq differential gene volcano map. “ox”, overexpression; “ko”, knockout. **(B)** KEGG pathway enrichment of genes differentially expressed in the *hlh-30*-overexpressing strain. The *x*- and *y*-axes represent the GeneRatio and enriched KEGG pathways, respectively. The color represents the significance of the enrichment, and the bubble size represents the gene count. **(C)** KEGG pathway enrichment of genes differentially expressed in the *hlh-30* knockout strain. **(D)** Representative fluorescence images of strains stained with LysoTracker Red after Aβ induction for 24 h (n = 10 for each group, repeated three times). The worms used in this study were overexpressed and knockout strains based on GMC101. **(E)** Quantified fluorescence intensities (n = 10 for each group, repeated three times). **(F)** Overexpression of *hlh-30* delayed CL4176 paralysis in a cathepsin B-dependent manner (n > 30 for each group, repeated three times). The worms used in this study were overexpressed strains based on CL4176. **(G)** Statistical analysis of the half paralysis time of worms. *p < 0.05; ***p < 0.001.

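With the threshold of the methods, an adjusted p under 0.05 and at least a 2-fold change, 296 of the 15918 genes tested differed with overexpression, 274 higher and 22 lower. Both overexpression libraries lay on one side of both control libraries in 57.4% of all genes tested, where chance gives 33.3%; for knockout it was 45.7%. Of the 15749 genes tested in the knockout comparison, 2 were differentially expressed, and 306 had an unadjusted p under 0.05 with at least a 2-fold change. Over the alternative settings, the count ranged from 0 with no filter to 2351 with no minimum fold change for overexpression. With no minimum fold change, 1068 were higher and 1283 lower, so the excess of higher genes did not hold. For knockout it ranged from 0 in limma without the mean trend to 942 with an unadjusted p and an absolute log2 fold change of at least 0.5. Among the genes that rose with overexpression, *vit-5* (C04F6.1, chromosome X from 3403471 to 3408603) had the smallest adjusted p. It went from 9175 and 8484 normalized reads to 19834 and 18840, a log2 fold change of 1.13 (standard error 0.05, adjusted p = 4.99e-07 from limma with Benjamini-Hochberg adjustment), and its reads are uncertain where near-identical vitellogenin genes share them. *clec-60* rose by 1.44 and F22F7.7 by 1.05 on the log2 scale. *rol-6* and *tag-18* rose by 5.52 and 6.28. Table S1 lists *rol-6* as a marker in several transgenes, so marker copies may account for its rise. For *tag-18*, a difference between the strains' genomes was not tested and cannot be told apart from overexpression. Among the genes that fell, *ilys-3* had a log2 fold change of -1.28, *mct-2* of -1.95 and *fbxa-192* of -1.39. In the knockout comparison, *apc-10* (F15H10.3, chromosome V from 10425362 to 10426353) had 35.6 and 34.2 normalized reads against 598.7 and 603.6 in the control. Its log2 fold change was -4.07 (standard error 0.20, adjusted p = 0.0131 from limma with Benjamini-Hochberg adjustment). The other gene was an unannotated locus that the deposited tables number 135 and place on chromosome X from 16931620 to 16943321. It had a log2 fold change of 1.58 (standard error 0.11, adjusted p = 0.0432 from the same test). The adjusted p was not under 0.05 in 3 of 9 alternatives for this locus, up to 0.493, and in 1 of 9 for *apc-10*, at 0.133. For *vit-5* it was not in 2 of 10, up to 0.175.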

Given the observed upregulation of cathepsin B transcription and enhancement of lysosomal activity, we hypothesized that HLH-30 promotes Aβ degradation by enhancing lysosomal activity and hydrolase expression, thereby improving protein homeostasis in worms. To further confirm the above results, we evaluated the impact of CA-074, a cathepsin-specific inhibitor (Bai et al., 2021), on the paralysis rate in *hlh-30* Aβ-overexpressing worms. The results showed that the ability of *hlh-30* overexpression to prolong paralysis was offset by the administration of CA-074 (Figures 4F, G). The above results suggested that lysosomes may be involved in the maintenance of protein homeostasis through the overexpression of *hlh-30*.

### HLH-30 maintains protein homeostasis by clearing ROS through *gsto-1*

In previous studies, we found that Aβ can cause severe oxidative stress, manifested by a large increase in reactive oxygen species (ROS) (Lin et al., 2022). Through an ROS assay, we found that ROS levels were significantly decreased by *hlh-30* overexpression and increased in *hlh-30(syb6883)* mutants (Figure 5A). Furthermore, the survival time of *hlh-30*-overexpressing worms in an oxidative stress environment induced by hydrogen peroxide was increased by 10.3% compared with that in the control group (Figures 5B, C). It has been reported that the levels of glutathione within brain neurons are reduced in AD patients, which leads to increased sensitivity of the neurons to oxidative damage (Allen et al., 2012). 

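The *gsto-1* gene (C29E4.7) lies on the minus strand of chromosome III of WBcel235, from 7945542 to 7947018, and its span overlaps *kle-2* on the other strand. It had 937 and 1407 normalized reads in the libraries labelled knockout and 2011 and 2017 in the control libraries. The log2 fold change was -0.81 (standard error 0.20), with an unadjusted p of 0.00598 and an adjusted p of 0.394 from limma with Benjamini-Hochberg adjustment over all genes. With each library left out in turn, the log2 fold change lay between -1.104 and -0.518. The adjusted p lay between 0.0405 and 0.540 over the 9 alternatives tried, and only DESeq2 on the recovered reads, chosen after seeing the data, gave one under 0.05. The authors' deposited table gives a log2 fold change of -0.78 and an adjusted p of 0.0220. With overexpression, *gsto-1* had 1937 and 2018 normalized reads against 2047 and 2052, a log2 fold change of -0.05 (standard error 0.06, adjusted p = 0.641 from the same limma test). Among the glutathione transferase genes, only *gst-26* was differentially expressed with overexpression, with a log2 fold change of 1.12 (adjusted p = 0.0159 from limma). Its adjusted p was not under 0.05 in 3 of 10 alternatives, up to 0.359. Of the 44 glutathione transferase genes tested in the knockout comparison, *gsto-1* had the third lowest log2 fold change, and its p adjusted over these genes alone was 0.263. The family had a median log2 fold change of 0.09 there (adjusted p = 0.793 from limma's camera test with Benjamini-Hochberg adjustment), which ranged from -0.06 to 0.22 with each library left out.

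**Figure D4:**
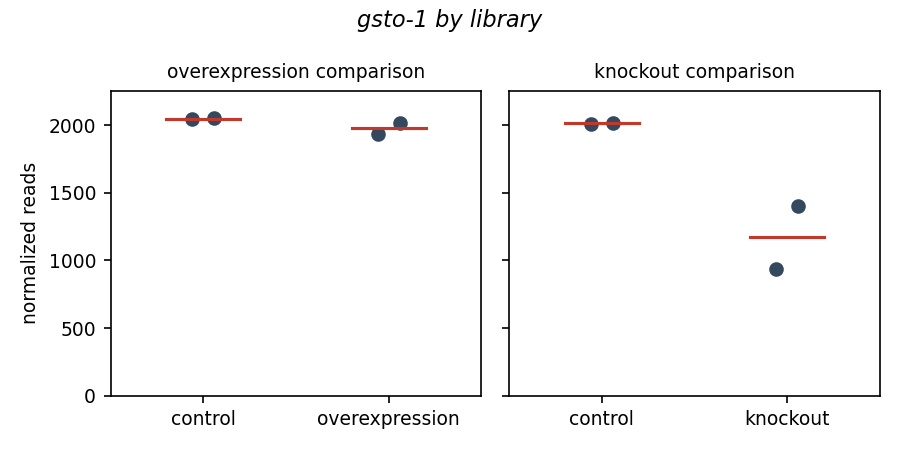
Normalized reads of *gsto-1* in each library (points) and their mean (lines), by comparison. The libraries labelled knockout lie at 937 and 1407, below both control libraries.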

Our RNA-seq analysis indicated that the transcription level of *gsto-1*, a glutathione transferase that is primarily involved in the metabolism of glutathione within cells, was significantly downregulated in *hlh-30* mutants. Paralysis experiments revealed that the paralysis delaying and RO reducing effects of *hlh-30* overexpression were reversed by *gsto-1* RNAi (Figures 5D, E). The augmented antioxidant capacity following *hlh-30* overexpression was also closely associated with *gsto-1* (Figure 5F). These findings indicate that *gsto-1* could potentially contribute to the regulation of oxidative stress and the maintenance of protein homeostasis in worms by *hlh-30*.

**FIGURE 5:**
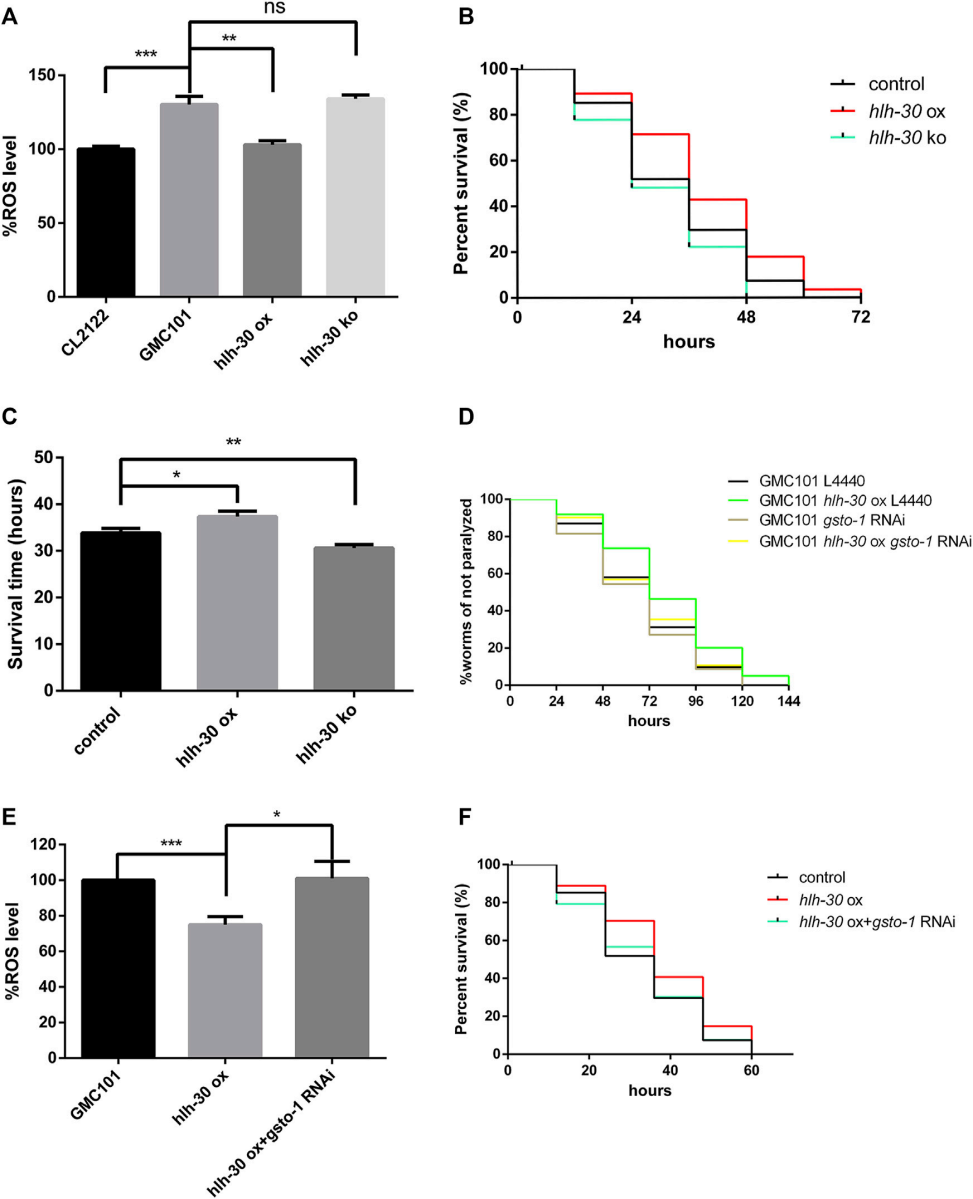
HLH-30 maintains protein homeostasis by clearing ROS through *gsto-1*. **(A)** Levels of ROS in transgenic worms (n > 30 for each group, repeated three times). “ox”, overexpression; “ko”, knockout. The worms used in this study were overexpressed strains based on GMC101. **(B)** Evaluation of the antioxidant capacity of transgenic worms (n > 30 for each group, repeated three times). The worms used in this study were overexpressed strains based on CL4176. **(C)** Survival time histogram under oxidative stress induced by hydrogen peroxide. **(D)** Paralysis assay of RNAi worms (n > 30 for each group, repeated three times). **(E)** Levels of ROS in transgenic worms (n > 30 for each group, repeated three times). **(F)** Evaluation of the antioxidant capacity of the transgenic worms (n > 30 for each group, repeated three times). “ns”, not significant; *p < 0.05; **p < 0.01; ***p < 0.001.

### Saikosaponin B2 and hypericin ameliorate the proteostasis imbalance caused by Aβ by promoting HLH-30 translocation to the nucleus and reducing autophagosome accumulation

TFEB/HLH-30 regulators that do not inhibit the mTOR pathway are preferred as they may have less harmful effects on cells (Song et al., 2016). The curcumin analog C1, a TFEB-specific activator, has been found to significantly reduce Aβ and tau aggregation and improve synaptic and memory functions in different AD animal models (Song et al., 2020). We used C1 as a ligand for molecular docking to identify the active site of TFEB (Figure 6A). Then, based on the predicted active site, we screened thousands of small molecule compounds derived from natural products. Subsequently, we evaluated the impact of the top ten small molecular compounds (Supplementary Table S3), as determined by docking scores, on the paralysis rate of the Aβ strain CL4176 (Supplementary Figure S2).

**FIGURE 6:**
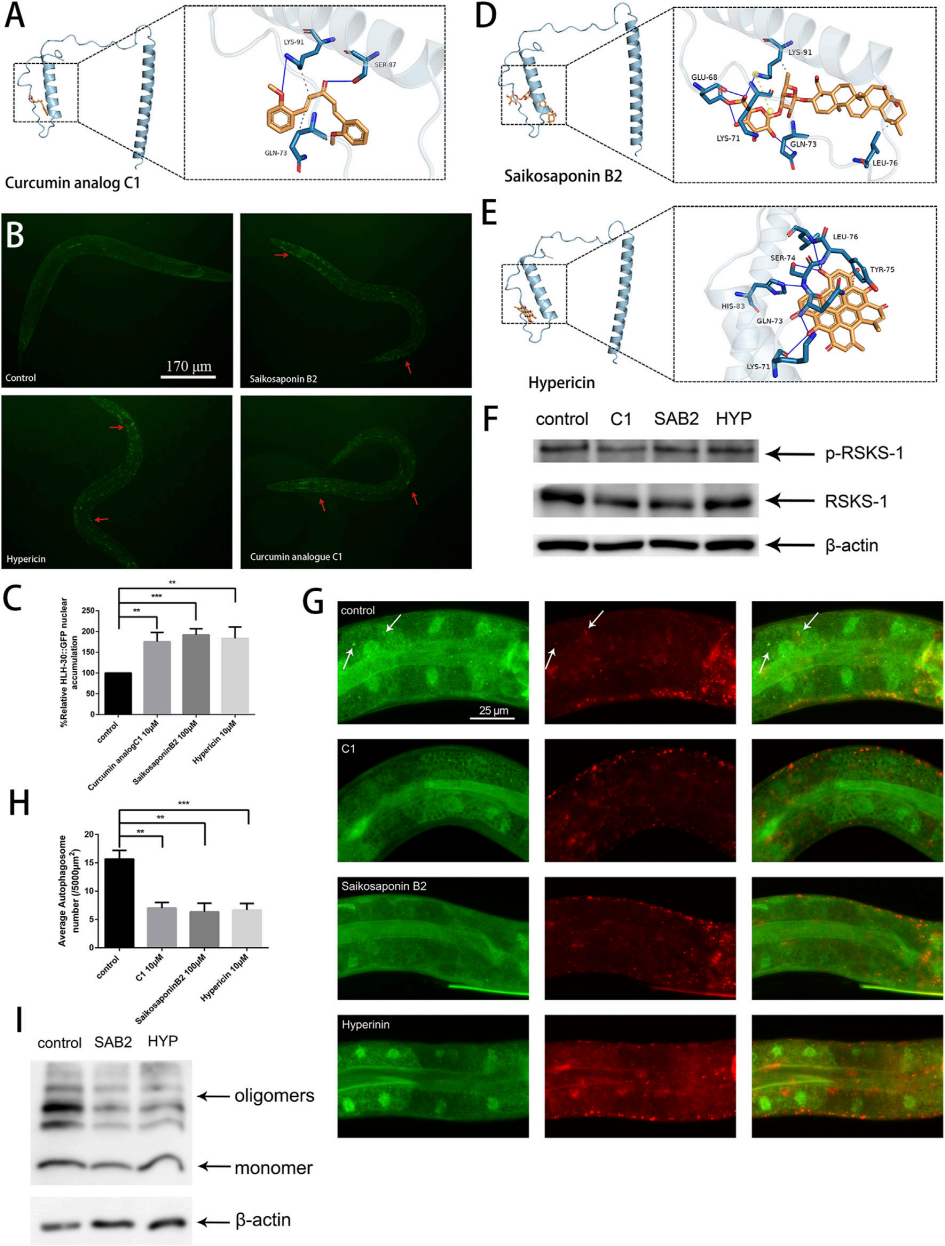
Saikosaponin B2 and hypericin improve protein homeostasis by reducing autophagosome accumulation and alleviating oxidative stress. **(A)** Possible binding sites of the curcumin analog C1. **(B)** GFP fluorescence images of HLH-30 in the nucleus (n = 10 for each group, repeated three times, strain HBW001). **(C)** Fluorescence signal ratio quantification. The HLH-30::GFP accumulation in the control group was defined as 100% for quantitative comparisons. **(D)** Possible sites of action of saikosaponin B2. **(E)** Possible sites of action of hypericin. **(F)** Immunoblot analysis to evaluate the effects of C1 (C1), saikosaponin B2 (SAB2), and hypericin (HYP) on the phosphorylation of RSKS-1 and total RSKS-1. **(G)** Fluorescence microscopy analysis to evaluate the effects of the C1, saikosaponin B2, and hypericin on puncta formation in the PHX3392 strain. **(H)** Scoring of punctae (n = 10 for each group, repeated three times). **(I)** Immunoblot analysis to evaluate the effects of saikosaponin B2 (SAB2) and hypericin (HYP) on Aβ species (strain GMC101). **p < 0.01; ***p < 0.001. Detailed genotypic descriptions of strains HBW001, PHX3636 and GMC101 are listed in Supplementary Material.

By combining the results of the HLH-30::GFP nuclear localization and paralysis assays, we identified two active compounds, saikosaponin B2 and hypericin (Figures 6B, C). Molecular docking revealed that the binding sites of saikosaponin B2, hypericin, and the curcumin analog C1 on TFEB were relatively similar (Figures 6A, D, E). By detecting the phosphorylation levels of TOR and its downstream target protein RSKS-1, we confirmed that neither saikosaponin B2 nor hypericin could inhibit TOR activity (Figure 6F). Further, both saikosaponin B2 and hypericin could reduce autophagosome accumulation, maintain the stability of autophagic flux (Figures 6G, H) and promote Aβ degradation in worms (Figure 6I). Our results suggested that targeting TFEB/HLH-30 presents a promising alternative for discovering new treatments for AD.

## Discussion

Previous studies have documented autophagy dysfunction in the brains of Alzheimer’s disease (AD) patients, characterized by the accumulation of autophagosomal vesicles (Yu et al., 2005). However, the underlying causes of this phenomenon remain elusive. Abnormal phosphorylation of the tau protein prevents the fusion of autophagosomes with lysosomes (Hamano et al., 2021). Protein misfolding, immune abnormalities, and loss of lysosomal activity can also lead to impaired autophagy (Cozzi and Ferrari, 2022). In this work, we used transgenic *C. elegans* to explore the association between Aβ and autophagy dysfunction. We found that the expression of Aβ in *C. elegans* activates the mTOR pathway, which inhibits the entry of the transcription factor HLH-30 into the nucleus (Figures 1B–D) and ultimately leads to the accumulation of autophagosomes (Figures 2A–C). These observations provide insight into the mechanisms underlying autophagy dysfunction in the brains of Alzheimer’s disease (AD) patients.

Autophagy is a double-edged sword in neurodegenerative diseases (Zhou and Soukas, 2019). Under normal conditions, autophagy is important for the degradation of misfolded proteins (Chua et al., 2022). However, when autophagy is abnormal, its induction alone increases the metabolic burden on brain cells (Zhang et al., 2021). As a transcription factor that can simultaneously induce autophagy and increase lysosomal activity, TFEB/HLH-30 is a worthy target for study. Here, we discovered that *hlh-30* is the key gene involved in regulating protein homeostasis through our observations of an *hlh-30*-overexpressing strain and an *hlh-30 (syb6883)* mutant strain (Figures 2E, H). Through RNA-seq, we found that *hlh-30* overexpression can significantly increase the level of cathepsin B transcripts and promote lysosomal activity. 

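The reads of the 8 cathepsin B (*cpr*) genes tested moved in both directions with overexpression, 4 higher and 4 lower. Their median log2 fold change was -0.02 (adjusted p = 0.991 from limma's camera test with Benjamini-Hochberg adjustment), and it lay between -0.079 and 0.044 with each library left out. Past an adjusted p of 0.05 from limma, 2 of these genes were higher and 3 were lower. *cpr-3*, on chromosome V from 15296834 to 15298700, was the differentially expressed member, with 289.9 and 362.7 normalized reads against 132.2 and 157.1. Its log2 fold change was 1.16 (standard error 0.17, adjusted p = 8.45e-04 from limma with Benjamini-Hochberg adjustment). *cpr-1* had 7273 and 9954 normalized reads against 6099 and 6843, a log2 fold change of 0.40 (standard error 0.11, adjusted p = 0.0265 from limma). With each library left out in turn, that log2 fold change lay between 0.17 and 0.62. The adjusted p of *cpr-1* was not under 0.05 in 4 of 10 alternatives, with 0.787 for all 6 libraries in one limma fit and 0.263 with DESeq2 on the recovered reads, chosen after seeing the data, and the authors' deposited table gives 0.273. *cpr-5* fell from 2112 and 2158 to 1558 and 1781, a log2 fold change of -0.36 (standard error 0.07, adjusted p = 0.00696 from limma). For *cpr-3* and *cpr-5*, 3 of 10 alternatives gave an adjusted p of 0.05 or more, up to 0.262 and 0.298. *cpr-2* and *cpr-4* had log2 fold changes of -0.97 and -0.29. With knockout, none of the 8 was differentially expressed, and *cpr-1* had 21198 reads in one library and 4672 in the other.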

Cathepsin B has been reported to degrade Aβ (Hook et al., 2020). We identified the critical role of cathepsin B in the regulation of protein homeostasis mediated by HLH-30 through the use of specific cathepsin B inhibitors (Figures 4F, G). The lysosome, a key organelle that degrades misfolded proteins, plays a necessary role in maintaining protein homeostasis. With increasing age, lysosome function gradually weakens, resulting in waste materials and aging organelles in the cell not being effectively removed, which in turn accelerates the aging process of the cell (Colacurcio and Nixon, 2016). In this study, we found that overexpressing *hlh-30* could enhance lysosomal acidification and the expression of cathepsins, which contribute positively to protein homeostasis. It is necessary to consider age-related lysosomal dysfunction when developing treatment strategies for TFEB-related Alzheimer’s disease.

Furthermore, we discovered that the regulation of protein homeostasis by *hlh-30* is dependent on the involvement of *gsto-1* (Figures 5D, F). The gene *gsto-1* encodes glutathione transferase, which is involved in the synthesis and transport of glutathione within cells (Burmeister et al., 2008). Glutathione transferase is also an important factor in the crosstalk between apoptosis and autophagy (Mazari et al., 2023). However, there is insufficient research on the relationship between *hlh-30* and *gsto-1*. Moreover, the interactions among apoptosis, autophagy dysfunction and severe oxidative stress contribute greatly to the difficulty of studying the disease mechanisms of AD (Twarowski and Herbet, 2023); therefore, finding suitable models and research methods is the key to advancing the study of these factors.

The known activators of TFEB/HLH-30 are mainly inhibitors of mTOR, such as rapamycin. As a major regulator of cell growth and metabolism, mTOR is involved in a wide range of biological functions (Saxton and Sabatini, 2017). Therefore, identifying TFEB-specific activators is a promising strategy, as it may offer reduced cytotoxicity to cells (Song et al., 2021). We found that two natural products, saikosaponin B2 and hypericin, have potential as TFEB activators. The binding sites of saikosaponin B2, hypericin, and the curcumin analog C1 are located at the N-terminus of TFEB (Figures 6A, D, E), suggesting that the development of activators targeting TFEB should focus on the N-terminal protein structure of TFEB. Furthermore, both saikosaponin B2 and hypericin improved autophagy dysfunction and promoted the degradation of Aβ (Figures 6G, I) without inhibiting TOR activity (Figure 6F). In summary, our findings support a close association between inhibited nuclear entry of HLH-30/TFEB and autophagy dysfunction in AD and indicate that identifying TFEB-specific activators is a promising strategy for treating AD.

## Conclusion

We report that Aβ-induced autophagy dysfunction in *C. elegans* may be associated with the inhibition of nuclear translocation of the transcription factor HLH-30. This could lead to a reduction in the expression of the membrane fusion gene *syx-17*, which is a key molecular event in Aβ-induced autophagy dysfunction. Overexpression of the *hlh-30* gene appears to enhance autophagy activity and may decrease autophagosome accumulation, potentially promoting Aβ degradation. In addition, two potential HLH-30/TFEB activators, saikosaponin B2 and hypericin, were found by molecular docking and demonstrated to promote the nuclear entry of HLH-30, thereby enhancing autophagy and facilitating the degradation of Aβ.

## Data Availability

The raw data supporting the findings of the study are publicly available and can be accessed through the NCBI Gene Expression Omnibus (GEO) database with the accession number GSE272146: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE272146.

# Supplementary material for: HLH-30/TFEB modulates autophagy to improve proteostasis in Aβ transgenic Caenorhabditis elegans
**Source:** Front Pharmacol. 2024 Aug 30;15:1433030. doi: 10.3389/fphar.2024.1433030
**Supplement:** Supplementary file 1

HLH-30/TFEB Modulates Autophagy to Improve Proteostasis in Aβ Transgenic *Caenorhabditis elegans*

Hongru Lin^[1]^, Chen Zhang^[1]^, Yehui Gao^[1]^, Yi Zhou^[3]^, Botian Ma^[1]^, Jinyun Jiang^[1]^, Xue Long^[1]^, Nuerziya Yimamu^[1]^,Kaixin Zhong^[1]^, Yingzi Li^[1]^, Xianghuan Cui^[1]^*, Hongbing Wang^[1,2]^*

Supplementary material

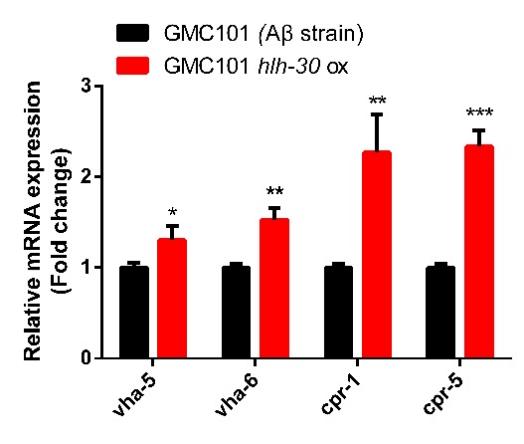

Figure S1. Effects of *hlh-30* overexpression on the transcript levels of the v-ATPase and cathepsin B genes. **p* < 0.05; ***p* < 0.01; ****p* < 0.001

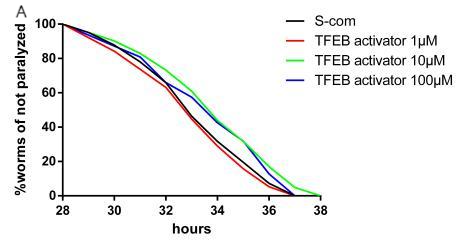

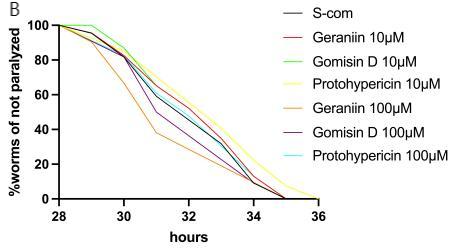

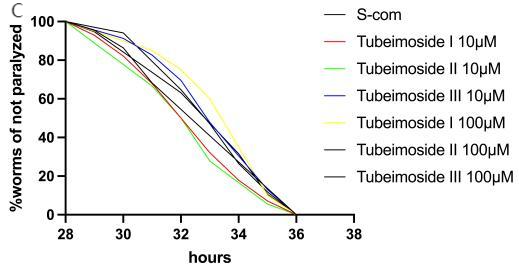

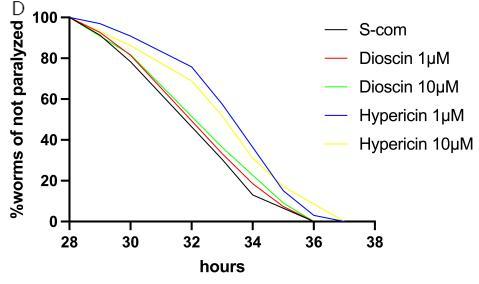

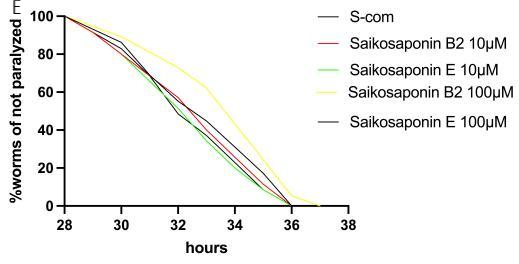

Figure S2. Effect of a TFEB activator (curcumin analog C1) and small molecule compounds identified by molecular docking screen on the paralysis rate of CL4176.

Table S1 Strain name List:

| Strain | Relevant genotype | Source |
| --- | --- | --- |
| CL4176 | [(pAF29) myo-3p::Aβ1–42 + (pRF4) rol-6 (su1006)] | CGC |
| GMC101 | [unc-54p::A-beta-1-42::unc-54 3′-UTR + mtl-2p::GFP] | CGC |
| CL2122 | [(pPD30.38) unc-54 (vector) + (pCL26) mtl-2:GFP] | CGC |
| JIN1821 | [hlh-30p::hlh-30::GFP] | Professor Ben Zhou |
| PHX3392 | [unc-54p::Aβ1–42::unc-54 3’-UTR + mtl-2p::GFP]; Ex[Plgg-1::mCherry::GFP::lgg-1 3’-UTR; pRF4] | Suny biotech |
| PHX3636 | [(pPD30.38) unc-54 (vector) + (pCL26) mtl-2:GFP] ; Ex[Plgg-1::mCherry::GFP::lgg-1 3’-UTR; pRF4] | Suny biotech |
| PHX6883 | [hlh-30(syb6883) dvIs100] | Suny biotech |
| HBW001 | [(pAF29) myo-3p::Aβ1–42 + (pRF4) rol-6 (su1006)]; [hlh-30p::hlh-30::GFP] | This study |
| HBW002 | [unc-54p::Aβ1–42::unc-54 3’-UTR + mtl-2p::GFP]; [hlh-30p::hlh-30::GFP] | This study |
| HBW003 | [unc-54p::Aβ1–42::unc-54 3’-UTR + mtl-2p::GFP]; Ex[Plgg-1::mCherry::GFP::lgg-1 3’UTR; pRF4]; [hlh-30p::hlh-30::GFP] | This study |
| HBW004 | [hlh-30(syb6883)dvIs100]; Ex[Plgg-1::mCherry::GFP::lgg-1 3’UTR; pRF4] | This study |

Table S2 Primer List:

| lmtr-2 F | GGAAGGATTGCTCCTTGCCT |
| --- | --- |
| lmtr-2 R | ACTCTTGTCGGCCTTGACTG |
| lmtr-3 F | GCATTGTACGAGTCCCACCA |
| lmtr-3 R | TGAGAGCAGCCACCACATAA |
| lmtr-5 F | CGGAAGGTGTCAGGCTTCAT |
| lmtr-5 R | ATTCTTCGCATCGGCGATCA |
| raga-1 F | CGACTCGTTCACCCAGAACA |
| raga-1 R | ATAACTGGAATGCGGGGCAA |
| ragc-1 F | TTACCGCTACGGAATCGACG |
| ragc-1 R | TTCCGCTTCTCTTGTGTCCC |
| vha-5 F | CTTCATGGAAACGCGACTGT |
| vha-5 R | CGGTAACGAACACCATGTGC |
| vha-6 F | CTTGCTCACGCACAGCTTTC |
| vha-6 F | TGAAGGAAGGCGGAAAGACC |
| cpr-1 F | TTATCCGTGACCAAGCCACC |
| cpr-1 R | TGCATGGGGCAATTGGGTAT |
| cpr-5 F | CTCCGACGCTATTCCAGACC |
| cpr-5 R | GCGTAGGCGGTAGATCCAAA |
| actin-1 F | CGGAGGAACCACCATGTACC |
| actin-1 R | TAGAAAGCTGGTGGTGACGAT |
| lmp-2 F | CCAGTGACAGTGAGAAGGACG |
| lmp-2 R | TGCATGATGACACCCCAGTG |
| rab-7 F | TTCCTCACACGCGACGTAAA |
| rab-7 R | CGGCTCCACGATAAAAAGCG |
| syx-17 F | TGTTGGATTGGCAGCTGGAT |
| syx-17 R | CCCGGTGTAGATTGTAGCGA |

Table S3 Autodock affinity score

| Natural product | affinity(kcal/mol) |
| --- | --- |
| Geraniin | -15.2 |
| Tubeimoside III | -14.5 |
| Tubeimoside II | -14.4 |
| Tubeimoside I | -14.2 |
| Gomisin D | -13.3 |
| Hypericin | -12.9 |
| Saikosaponin E | -12.9 |
| Protohypericin | -12.9 |
| Saikosaponin B2 | -12.6 |
| Dioscin | -12.6 |

How the deposited data were processed for this re-analysis (not part of the article)

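RNA from control worms labelled as the Aβ strain GMC101, *hlh-30*-overexpressing worms and *hlh-30* knockout worms was sequenced, with 2 libraries in each of the 3 groups. The deposited description of the whole series names CL4176 in place of GMC101. The paper's methods state that worms grew at 20°C to young adults and were kept at 25°C for 24 h. They also state that a company assessed gene expression; the paper's text names neither the aligner nor the counting tool nor the genome build. Strand-specific counting is not stated, so genes that overlap on either strand, and near-identical family members, have uncertain reads.

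The authors deposited 2 tables, one for each comparison, in which the signal of a gene in a library is its number of reads divided by a size factor for that library. The overexpression table lists 22588 genes and the knockout table 22380, each with at least 2 reads over its 4 libraries, and 21498 genes are in both. All values became whole reads when multiplied by one factor per library, and the control reads recovered from both tables were the same in all 21498 shared genes. The libraries held between 18097925 and 19300834 reads on genes, of which the 10 highest genes took between 6.40% and 7.01%. The tables also hold a log2 fold change deposited by the authors, which matched log2 of the ratio of the group means to within 0.0116 for genes with means over 10. They also hold the p-value and the adjusted p-value deposited by the authors, whose test the paper's text does not name. Gene lengths in the tables were not used. The control libraries share their replicate numbers with the overexpression libraries; the knockout libraries are taken in the order of the table.

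For each comparison, its 4 libraries were tested with limma 3.58.1 in R 4.3.3 on log2 of the normalized reads plus 1, with the spread allowed to depend on the mean and Benjamini-Hochberg adjustment. The plan had named edgeR for read counts and limma for normalized values, and the tables hold normalized values. Genes with at least 10 normalized reads in at least 2 libraries were tested, 15918 for overexpression and 15749 for knockout. A gene was differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the threshold of the methods. Families were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over 6 tests. The lysosome list was tested with a one-sided exact hypergeometric test in scipy 1.17.1 against all genes tested. Lists of genes were written from gene names before the data were examined. With 2 libraries in a group, leaving one out leaves no test, so only log2 fold changes are given for those settings.

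The tests of single genes and camera were run on simulated reads drawn from the real libraries' means, with 200 genes changed, each by more than 2-fold. Among 15845 simulated genes like the overexpression comparison, limma called 98.5% of the changed genes and 4 unchanged genes. Among 15732 like the knockout comparison, it called 93% of the changed genes and 1 unchanged gene. The hypergeometric test and the random lists were run on simulated fold changes. A list of 50 raised genes had a percentile of 100 in both comparisons, and an unchanged list had 36.5 and 85.1. The other calculations were not run on simulated data.

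Alternatives were the pseudocount (0.1), the filter on low values, the threshold, the trend in limma, the libraries in the fit, the replicate number as a block, the correlation in camera and each library left out. After seeing the data, edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered reads, TMM scaling was tried in limma, and correlations against a single shared control library were computed. The genes named are *hlh-30*, the genes the paper names, the 5 differentially expressed genes with the smallest adjusted p that rose and the 3 that fell in each comparison, differentially expressed family members, and *rol-6* and *unc-54* as parts of the listed transgenes. Coordinates are from the Ensembl annotation of WBcel235, release 115, which matched 98.3% of the annotated genes in the tables; 99.98% of these overlapped the position in the tables. The unannotated locus has its position from the tables. KEGG terms were not tested, since their members are not in the paper's text.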

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

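The tests in this part were chosen only after the results were seen. Apart from *rol-6*, which the named genes included beforehand, the genes here were chosen after their values were seen, as differentially expressed genes with both overexpression libraries at least 8 times the higher control library, or 1 normalized read where that is more, and a mean of at least 50 normalized reads. The paper does not discuss them.

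*rol-6* had a mean of 1021 normalized reads in the overexpression libraries (1030 and 1012), against 31.7 and 14.2 in the control libraries. In the libraries labelled knockout it had 15.3 and 39.8. Table S1 lists a *rol-6* marker plasmid in the strains CL4176, PHX3392, PHX3636, HBW001, HBW003 and HBW004, and lists none in HBW002, the *hlh-30*-overexpressing strain made from GMC101. If extra copies of the *rol-6* region carried by a transgene were the cause, a gene beside *rol-6* would rise with it, and 1 gene within 3 kb did: the non-coding T01B7.11, with 48.9 and 47.0 normalized reads against 0 in both control libraries. Another gene at 2412 bp, *idpb-4*, did not rise clearly, with 12.48 and 18.23 normalized reads against 17.98 and 6.08 (log2 fold change 0.47, adjusted p = 0.637 from limma with Benjamini-Hochberg adjustment). A wider change of the neighbourhood was not seen in the median log2 fold change of the 12 genes tested within 25 kb, 0.015; past an adjusted p of 0.05 from limma were T01B7.11, *cup-16* (-0.40) and *mak-1* (0.23). A general rise of the cuticle collagens would not reach it, since the largest log2 fold change among the *col* genes was 1.60, against 5.52 for *rol-6*. The strain with the *lgg-1* reporter and the same marker would carry more *lgg-1* sequence, and the log2 fold change of *lgg-1* was -0.082. Marker copies from a transgene remain a candidate explanation. The deposited description of the whole series names CL4176 as the parent strain, and Table S1 lists HBW001 with the transgene of CL4176, *rol-6* included, and with *hlh-30* fused to GFP. The labels of the samples name GMC101. The paper's Figure 4 legend names GMC101 for the LysoTracker worms and CL4176 for the paralysis assay, and names no parent strain for the RNA-seq panels. *unc-54*, whose 3′-UTR Table S1 lists in the GMC101 transgene, had a log2 fold change of -0.27 with overexpression (adjusted p = 0.00196 from limma). That adjusted p was not under 0.05 in 3 of 10 alternatives, up to 0.228. In the knockout comparison it had -0.30 (adjusted p = 0.421 from limma). Reads of a transgene cannot be told apart from the gene's own here, so this does not decide between the strains. If marker copies do raise *rol-6* reads this far, the control libraries and the libraries labelled knockout argue against CL4176 as their own strain. Their *rol-6* reads were 31.7 and 14.2, and 15.3 and 39.8. Which strain gave the overexpression libraries cannot be told from these values.

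*tag-18* had a mean of 238.5 normalized reads in the overexpression libraries, *fbxa-131* one of 167.0 and *nhr-269* one of 88.3. The control libraries were at or under 3 reads for all of them, so *tag-18* was at least 71.3-fold higher, *fbxa-131* at least 53.4-fold and *nhr-269* at least 28.2-fold. In the libraries labelled knockout, none exceeded 3.05 normalized reads. A change of the whole neighbourhood of each gene was not seen in the medians of the genes tested within 25 kb, of which the largest was 0.090 on the log2 scale, but single neighbours differed. Near *fbxa-131*, 3 of 10 had an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment: *clec-50* (log2 fold change 1.15) and *clec-49* (0.89) higher and W04E12.7 (-0.78) lower. Near *nhr-269* it was 1 of 4, C29F3.7 (0.88), and near *tag-18* 0 of 5, where C01C4.2 had the largest change, -1.36 (adjusted p = 0.102 from limma). Copies of one stretch of the genome that holds them all are ruled out by position, since they lie on 2 chromosomes. A difference between the strains' genomes was not tested, nor were reads shared with related genes, and *tag-18* overlaps *aex-4*. Overexpression of *hlh-30* cannot be told apart from such a difference.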

How the results depend on the processing

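The alternatives were set before the data were examined, except edgeR, DESeq2, TMM scaling and correlations against a single shared control library. The size factors of DESeq2 were those the authors had used, so that setting could not move a result and shows no stability.

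The number of genes that differed with overexpression was 296, and it was between 275 and 365 with a pseudocount of 0.1, a minimum of 10 in every library, TMM scaling, edgeR or the replicate block. It rose to 533 with an unadjusted p and at least a 2-fold change, to 1540 with an unadjusted p and an absolute log2 fold change of at least 0.5, and to 2351 with no minimum fold change, where 1068 were higher and 1283 lower. It fell to 184 with DESeq2, to 11 with all 6 libraries in one fit, to 3 in limma without the mean trend and to 0 with no filter, where 867 genes had an unadjusted p under 0.05 and at least a 2-fold change. The cause was not tested. For knockout, the 2 genes became 306 and 942 under the same unadjusted thresholds and 61 with DESeq2, against 1 with no filter and 0 in limma without the mean trend, where 349 genes had an unadjusted p under 0.05 and at least a 2-fold change. All 6 libraries in one fit gave 3, of which 1 was among the 2. The simulated data gave limma 93% of the changed genes at this number of libraries. Those genes were all changed by more than 2-fold, and simulated genes of one mean shared one spread. This cannot show whether the number of libraries sets the low count for smaller or more variable changes.

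The ratio of lysosome genes stayed above 1 and under a p of 0.05 with overexpression in the 6 alternatives run for it, from 2.00 to 4.37. It was not computed with no filter, without the mean trend or with all 6 libraries in one fit. Those settings called only 0, 3 and 11 genes, so the 6 alternatives do not cover them. For knockout the ratio was 0, but with 2 genes called and 0.0114 listed genes expected among them that value was all but fixed in advance and gives no direction. It was 2.04 with an unadjusted p and an absolute log2 fold change of at least 0.5, where 5.38 were expected, and 8.61 with DESeq2, where 3 listed genes were higher and 0.349 were expected.

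No family passed an adjusted p of 0.05 under any alternative, and TMM scaling changed no family's sign. With each library left out in turn, the median ranged from 0.0011 to 0.070 for V-ATPase with overexpression, from -0.15 to 0.12 with knockout, from -0.079 to 0.044 and from -0.024 to 0.287 for cathepsin B, and from 0.038 to 0.176 and from -0.064 to 0.216 for glutathione transferases. Leaving out one of 2 libraries moves a gene's log2 fold change by less than the spread within that pair by construction, which shows no stability; the sign changed for 3 of 29 named genes with overexpression and 10 of 22 with knockout. Over the fits with a test, 49 results for named genes became weaker with overexpression and 240 did not change; for knockout, 4 became weaker, 1 stronger and 193 did not change.

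The correlation across genes between both comparisons was 0.49. It moved to 0.57 over genes with a mean of at least 100, to 0.17 and 0.22 with a separate control library for each comparison, and to 0.61 and 0.58 with a single control library for both.

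With the replicate number as a block, 365 genes differed with overexpression, 342 higher and 23 lower. Same-numbered libraries deviated together with a correlation of 0.03 across genes, so the numbers do not pair the libraries. No paired analysis was run for knockout. The descriptions of both knockout samples give the same number, so the numbers of its columns were not tied to samples.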

Differences from the paper's values

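For genes higher with overexpression, the value here was 274, against the paper's about 850 in Figure 4A, read by eye. For genes lower, it was 22 against the paper's about 230 in Figure 4A. Of the alternatives set before the data were examined, an unadjusted p under 0.05 with an absolute log2 fold change of at least 0.5 gave 1200 and 340, within 1.5 times the paper's. An adjusted p with no minimum fold change did so for the higher genes, at 1068, but not for the lower, at 1283. The others did not. For knockout, 1 gene was higher and 1 lower, against the paper's about 580 and about 210 in Figure 4A, read by eye. Only the same unadjusted threshold closed the gap, with 659 and 283. DESeq2 on the recovered reads, chosen after seeing the values, gave 882 and 228 for overexpression and 601 and 198 for knockout at that threshold. Pairs of settings that also came within 1.5 times the paper's values in both directions included no filter with an unadjusted p and at least a 2-fold change (665 and 202, and 395 and 218 for knockout). The looser threshold did so with all 6 libraries in one fit for overexpression (803 and 249). It also did so with edgeR, chosen after seeing the values (1248 and 339, and 761 and 240 for knockout), and with a pseudocount of 0.1, a minimum of 10 in every library or TMM scaling. The authors' deposited table holds 845 and 231 genes for overexpression and 578 and 210 for knockout at that looser threshold. These counts are close to those of Figure 4A in both comparisons, so the figure goes with the looser threshold. At the threshold of the methods the deposited table holds 163 and 12, and 49 and 13. Of the 175 genes it holds at that threshold for overexpression, 170 were among the 296 found here. Of the 62 it holds for knockout, 2 were found here, and these were the only 2 called.

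For *cpr-1*, the fold with overexpression was 1.32, against the paper's about 2.3 by qPCR in Figure S1, read by eye. Without overexpression replicate 1 it was 1.54, within 1.5 times the paper's, but without overexpression replicate 2 it was 1.13. Apart from leaving out replicate 1, none of the alternatives set before the data were examined closed the gap. For *cpr-5*, the fold was 0.780, against the paper's about 2.3 by qPCR in Figure S1, and none of the alternatives closed the gap. Those are different assays. The folds of *vha-5* and *vha-6* were 1.14 and 1.22, against the paper's about 1.3 and 1.5 by qPCR in Figure S1, read by eye. Both were within 1.5 times the paper's, but genes with no change would be too, so this cannot tell a rise from none.

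The paper states that *gsto-1* fell significantly in *hlh-30* mutants. Here its log2 fold change was -0.81 with an adjusted p of 0.394 from limma with Benjamini-Hochberg adjustment, and from 0.0405 to 0.540 over the alternatives. DESeq2 on the recovered reads, chosen after seeing the values, gave the adjusted p of 0.0405, with a change under 2-fold. The paper states that cathepsin B transcripts rose with overexpression. Here the median log2 fold change of the family was -0.02. The paper states that knockout affected lysosome-related genes. Here 0 of 90 listed genes were differentially expressed, of 2 genes in all, where 0.0114 listed genes were expected; an unadjusted p with an absolute log2 fold change of at least 0.5 gave 11, and DESeq2, chosen after seeing the values, gave 3.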

Other observations

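The tests in this part were chosen only after the results were seen, apart from the separate control libraries.

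Only 1 of the 3 splits of the 4 libraries into pairs gave as many differentially expressed genes as the labels, for overexpression and for knockout alike, and that was the split as labelled. With 3 splits no share can fall under 0.05, so this cannot rule out chance. The other splits gave 0 genes each. With an unadjusted p under 0.05 and at least a 2-fold change, the labels gave 533 genes for overexpression against 69 and 49, and 306 for knockout against 113 and 230.

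The libraries labelled knockout held a mean of 81.0% of the control level of *hlh-30*, 66.7% and 95.3% one by one. If the deletion took only the first 4 exons and the rest were transcribed at the control level, between 61.8% and 79.4% of the transcript's length would be left, depending on the transcript. The spread between these libraries is wider than that range, so the deletion cannot be told apart from an unchanged level. A library labelled knockout swapped with a control library was tested by the gaps between groups. As labelled, 8 genes had a gap of at least 4-fold, against 1 and 5 in the regroupings, and 108 had one of at least 2-fold, against 30 and 60. Reads by exon are not in the tables. A swap of the whole groups was not tested.

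*apc-10* fell in the libraries labelled knockout. A change of its whole neighbourhood was not seen, since the genes tested within 25 kb had a median log2 fold change of 0.10. An unusual level in the control libraries was not seen either, since its log2 fold change with overexpression against the same controls was -0.14. A change at the locus itself, such as one between strains, may explain it and was not tested; no biological explanation was tested.

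The libraries labelled knockout differed from each other by a median of 0.30 on the log2 scale, against 0.15 for both overexpression and control. A difference in depth within the pair was small, with 1.06 times the reads in the deeper library. A few genes taking most of the reads was not seen, since the share of the 10 highest genes differed by 0.359 percentage points. One library lying partway along the overexpression change was left open by a correlation across genes of 0.16 between that difference and the overexpression fold changes. Differences in handling or age were not tested, and no biological explanation was tested.

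Both comparisons moved together across genes, with a correlation of 0.49. With a separate control library for each comparison the mean correlation was 0.19, against 0.59 with a single shared control library, so noise in the shared control libraries may account for much of it. Of the genes changed at least 2-fold in both overexpression libraries against one control library, 63.0% moved the same way in the libraries labelled knockout against the other control library, and 65.2% with the control libraries exchanged. Among 1000 random lists matched on mean expression the highest shares were 59.4% and 59.1%, so a tendency of all genes at that expression level does not account for all of it. A shared difference from the control strain may remain.

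The major sperm protein genes, whose near-identical copies can share reads, had a median log2 fold change of -0.45 with overexpression, a percentile of 0 among 10000 random lists matched on mean expression. In the knockout comparison it was 0.31, a percentile of 100. The vitellogenin genes had a median of 0.95 with overexpression, a percentile of 100. The collagen genes had 0.29 and the lysosome genes 0.09 with overexpression, each a percentile of 100. With each library left out, the overexpression median lay between 0.61 and 1.24 for vitellogenin and between 0.16 and 0.48 for collagen. It lay between 0.064 and 0.119 for the lysosome genes and between -0.54 and -0.36 for the major sperm protein genes. For knockout the lysosome genes had 0.077, also a percentile of 100 (unadjusted p = 0.0802 from limma's camera test), but it lay between -0.072 and 0.136 with each library left out. These were the 6 of 16 lists compared with a percentile under 1 or over 99, and each kept its sign under every scaling tried. The ribosomal protein genes, at -0.19 with overexpression, had a percentile of 27.5, although 73 of the 77 were lower. Limma's camera test gave an unadjusted p of 2.42e-24 at a fixed inter-gene correlation of 0.01. No other correlation was tried for this set, so that p overstates the evidence if these genes move together. The percentile of 27.5 cannot decide, since 28.0% of a random list came from the set itself, and the random lists lay between -0.22 and -0.13. Among random lists of other genes it was 6.70, so other genes at that expression level were lower too. For knockout they had -0.07, a percentile of 96.8, or 99.8 among random lists of other genes. A difference in the worms' age or germline between groups may contribute, and it was not tested.

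The paper cites earlier work for higher *let-363* in Aβ worms, measured RSKS-1 protein, and lists primers for *lmp-2*. Here *let-363* had a log2 fold change of 0.37 with overexpression (adjusted p = 0.00235 from limma with Benjamini-Hochberg adjustment). From the same test, *rsks-1* had -0.34 (adjusted p = 0.00136) and *lmp-2* had 0.77 (adjusted p = 0.0108). For each of these, 3 of 10 alternatives gave an adjusted p of 0.05 or more, up to 0.209, 0.198 and 0.207. For knockout they moved the same way, with 0.22, -0.32 and 0.79 and adjusted p of 0.455, 0.398 and 0.421 from limma. *rab-7* and *syx-17* had -0.17 and -0.04, with adjusted p of 0.111 and 0.819 from limma. In the knockout comparison they had 0.02 and -0.02, with adjusted p of 0.958 for both. The paper reports *lmtr-2* and *ragc-1* as higher with Aβ. With overexpression they had -0.10 and -0.12, with adjusted p of 0.553 and 0.217 from limma. *raga-1*, *lmtr-3* and *lmtr-5*, also on the primer list, had -0.11, -0.02 and 0.13, with adjusted p of 0.294, 0.912 and 0.365. All groups had Aβ induced, so these values do not test an effect of Aβ.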
